A study of Arabidopsis thaliana with 10 samples. Its data were reported in "Targeted suppression of siRNA biogenesis in Arabidopsis pollen promotes triploid seed viability" (2024).

How the data were processed

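Messenger RNA of Arabidopsis thaliana pollen was measured in 10 libraries that fall into 5 groups of 2 by their labels. pLAT52::RTL1, pMGH3::RTL1 and their control WT Col-0 form the RTL1 experiment, and WT FTL and nrpd1a-3 FTL form the FTL experiment. WT Col-0 is pollen of the wild-type accession. The pLAT52::RTL1 and pMGH3::RTL1 groups carry a transgene for RTL1, an RNase III-like enzyme that degrades the precursors of small interfering RNAs (siRNAs). A pollen grain holds a large vegetative cell, which grows the pollen tube, and the sperm cells inside it. MGH3 is a histone gene of the sperm lineage, so its promoter targets RTL1 to those cells, whereas that of LAT52 targets it to the vegetative cell and its precursor. WT FTL and nrpd1a-3 FTL pollen were separated by fluorescence-activated sorting from plants that carried a DsRed marker (a fluorescence-tagged line, FTL) on the chromosome with the wild-type copy of NRPD1A, so that red grains were wild type and the others carried the nrpd1a-3 insertion. NRPD1A is a gene for the main catalytic subunit of Pol IV, a plant-specific RNA polymerase that makes the precursors of most siRNAs from transposable elements (TEs). The study used independent transgenic lines of each construct, so the spread between the libraries of a construct can include a difference between lines.

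The authors deposited raw read counts, with no normalization, for each gene, TE and intergenic interval of the TAIR10 genome. By the authors' methods, paired reads were aligned to TAIR10 with STAR and tested with DESeq2 at an adjusted p-value of 0.05. The program that made the counts, its use of strand and its handling of reads with several genomic positions are not stated, so antisense transcripts, overlapping features and members of repeated families share an unknown part of their reads. Between 65.7% and 74.8% of the genes and TEs with over 20 reads held an even count, which is what counting both mates of a pair as separate reads would give, so the counts overstate the number of independent molecules. The tables hold 27394 genes, 31189 TEs and 51389 intergenic intervals. Of the TEs, 3992 overlap an annotated gene and can hold reads of that gene. The last base of each chromosome in the tables equals the length of that chromosome in the TAIR10.1 reference, and 26907 genes (98.2%) matched a transcript length and an entry of the symbol table there.

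Reads over genes and TEs ranged from 43490027 in WT Col-0 replicate 1 to 53471964 in nrpd1a-3 FTL replicate 2. The 10 most abundant features took 18.5% to 28.6% of these reads and the 100 most abundant took 60.6% to 72.4%. Intergenic intervals, which stayed out of size factors and of the comparisons between groups, held 2.23% to 6.33% of all counted reads. A feature with 0 reads may have had up to 3, and a fold change against a group whose libraries were all at or under 3 reads was computed against that floor and is given as a lower bound. Such bounds use the mean of the other group. They cover counting error only and not the spread between its libraries. Replicates were compared by a chi-square statistic over features before they were averaged, and in no group did the 2 libraries differ by as little as sampling noise.

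Genes and TEs were tested together with DESeq2 1.42.0 in R 4.3.3, with median-of-ratios size factors, Wald tests, independent filtering and Benjamini-Hochberg adjustment at 0.05. Features past that threshold are referred to as called. The 6 libraries of the RTL1 experiment were fitted together, and the 4 sorted FTL libraries on their own. The difference between the pLAT52::RTL1 and nrpd1a-3 FTL effects, and WT FTL against WT Col-0, were tested in a fit of all 10 libraries. Fold changes are not shrunken. The share of TEs among called features was tested with two-sided Fisher's exact tests, 12 in all, with Benjamini-Hochberg adjustment, against the features that had an adjusted p-value. Normalized counts in the text come from the size factors of the experiment a library belongs to, so levels in the RTL1 and FTL experiments are on separate scales.

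The named features were fixed before the data were examined. They are RTL1 and NRPD1A as checks of the labels, the 3 TEs the study displayed, and for each contrast with a wild type the 3 called features with the highest and the 3 with the lowest log2 fold change among those with a mean normalized count of at least 50 and no overlap between the 2 groups. Where a contrast had 10 calls or fewer, every call is named. Lists of 10 sperm cell, 10 vegetative cell and 10 leaf marker genes were also fixed before the data were examined. A feature named outside these rules is said to have been chosen after its values were seen.

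The alternatives fixed before the data were examined were the quasi-likelihood test of edgeR 4.0.16, TMM factors in DESeq2, size factors estimated without TEs and without the 100 most abundant features, a filter of at least 10 counts in at least 2 libraries, no independent filtering, other sets of libraries in the fit, the replicate number as a block, only TEs that overlap no gene, and leaving out each replicate in turn. Scaling by total reads, a correction for transcript length within each library, and counts summed over the TEs of a family were chosen after seeing the data.

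The tests were tried on simulated counts in which 200 features changed by a known factor. These were drawn from features with a mean normalized count of at least 50. Recovery for features with fewer counts, such as TEs with few reads, was not tested. With the means and spread of the pMGH3::RTL1 contrast, DESeq2 recovered 53.5% of 2-fold changes and 89% of 4-fold changes, and 11.6% and 9.18% of its calls were false. With those of the nrpd1a-3 FTL contrast it recovered 3.5% of 2-fold changes with 50% of 14 calls false, and 58.5% of 4-fold changes with 15.2% of calls false. These simulations used no replicate block, and changes near 2-fold were mostly not detectable between the FTL groups without one. In the same simulations edgeR recovered 51% and 92% for the pMGH3::RTL1 contrast, and 0% and 18.5% for the FTL contrast. With 2 libraries per group, leaving out a library gives a value and no test. Small RNA and DNA methylation data of the study were not used here.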

Results

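Pollen transcriptomes were compared in 10 libraries. WT Col-0, pLAT52::RTL1, pMGH3::RTL1, WT FTL and nrpd1a-3 FTL pollen had 2 libraries each. The number of reads over genes and TEs was 43490027 and 51786853 in WT Col-0, 51348302 and 51578068 in pLAT52::RTL1, 51531949 and 51654251 in pMGH3::RTL1, 52579687 and 51658504 in WT FTL, and 51287326 and 53471964 in nrpd1a-3 FTL. Between 10591 and 12890 genes and TEs had at least 10 reads in a library. TEs held 1.92% to 3.03% of these reads.

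The groups differed in how closely their replicates matched. The chi-square statistic per degree of freedom between the 2 libraries of a group was 45.2 for WT Col-0, 79.2 for pMGH3::RTL1, 349 for pLAT52::RTL1, 920 for WT FTL and 1018 for nrpd1a-3 FTL. Differences of a given size were thus harder to separate from the replicate spread in the FTL experiment than in the RTL1 experiment. In a principal component analysis over 7445 features, component 1 held 79.1% of the variance and separated the FTL libraries from the others. Component 2 held 7.96% and separated pLAT52::RTL1 from the other groups.

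**Figure D1:**
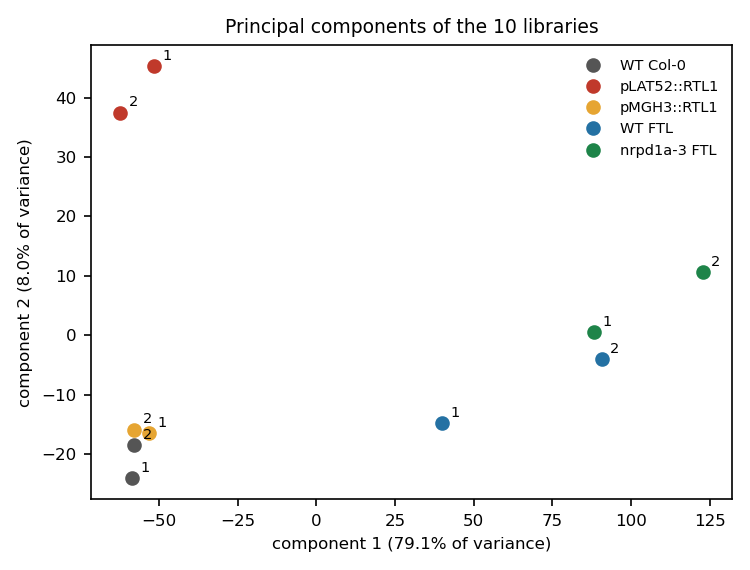
Principal component scores of the 10 libraries (points, colored by group and numbered by replicate), with component 1 on the x axis and component 2 on the y axis and the percent of variance of each on its axis. The WT Col-0 and pMGH3::RTL1 libraries lie close to each other, the pLAT52::RTL1 libraries lie above them, and the FTL libraries spread along component 1 from 39.8 to 123.

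The transgene and the mutated gene were examined first, as checks of the labels. RTL1 (AT4G15417, TAIR10 chromosome 4, 8821717 to 8823076) had 0 reads in both WT Col-0 libraries and in all 4 FTL libraries. It had 270 and 138 reads in pLAT52::RTL1 and 134 and 156 reads in pMGH3::RTL1. Its normalized counts were 156 ± 68.9 (SD, n = 2) and 156 ± 12.4 (SD, n = 2), at least 44.9-fold and at least 44.7-fold higher than in WT Col-0 (DESeq2 adjusted p 7.66e-09 and 2.77e-06). No difference in RTL1 was detected between the constructs (log2 difference 0.01 ± 0.40 SE, DESeq2 adjusted p 0.997), but scaling by total reads shifted this contrast by 0.49 over all features, and a difference of that size is not excluded. NRPD1A (AT1G63020, chromosome 1, 23354685 to 23362564) had 0 and 2 reads in WT FTL and 10 and 0 reads in nrpd1a-3 FTL, and from 4 to 12 reads in the other libraries. These counts were too low to check the labels of the FTL libraries, and the sign of its change turned when nrpd1a-3 FTL replicate 1 was left out (log2 fold change -2.05).

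To determine whether RTL1 expressed from the LAT52 promoter alters pollen transcripts, pLAT52::RTL1 was compared with WT Col-0. Of 11002 features with an adjusted p-value, 718 were higher and 855 were lower in pLAT52::RTL1 (DESeq2, adjusted p under 0.05). The higher features were 627 genes and 91 TEs, and the lower features were 797 genes and 58 TEs. In all, 911 of the 1573 calls changed over 2-fold. edgeR's quasi-likelihood test called 1638 features, and 1463 of the DESeq2 calls (93.0%) were shared with it in the same direction. Among the alternatives fixed before the data were examined, a fit of all 10 libraries moved the count most, to 681 features. Scaling by total reads, which was chosen after seeing the data, raised it to 3294. That scaling shifted the median log2 fold change of all features by 0.48 and gave 2874 higher and 420 lower features, so the split into 45.6% higher and the rest lower holds relative to median-ratio scaling.

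**Figure D2:**
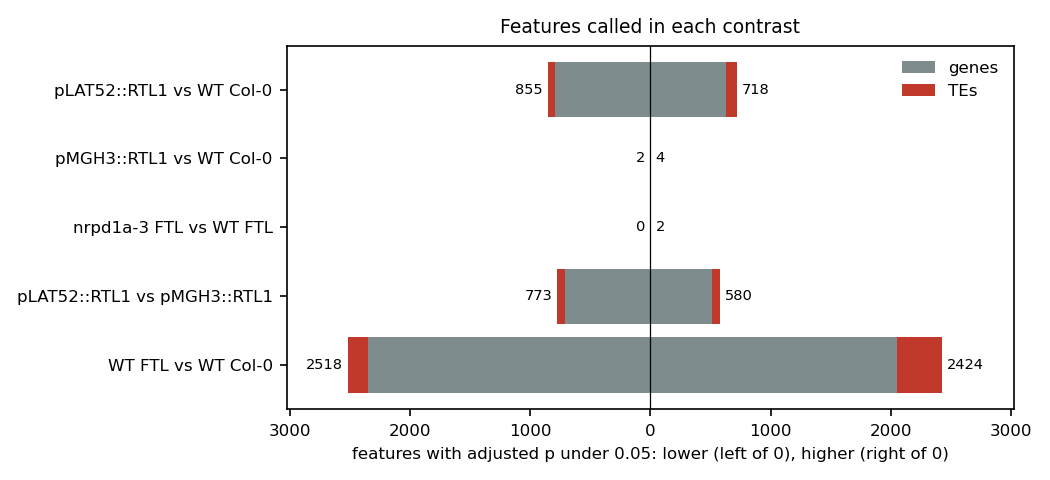
Number of genes (gray) and TEs (red) with a DESeq2 adjusted p under 0.05 in each contrast, with lower features to the left of 0, higher features to the right and totals at the bar ends. pLAT52::RTL1 had 1573 calls against WT Col-0 while pMGH3::RTL1 had 6, and the wild types of the 2 experiments differed in 4942 features.

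The features with the highest fold changes by the fixed rule were RTL1, RALFL20 and AT3G02480. RALFL20 (AT2G34825, chromosome 2, 14691411 to 14691629), which encodes a RALF-like peptide, had 28.5 ± 0.939 normalized counts in WT Col-0 and 1908 and 282 in the pLAT52::RTL1 libraries (log2 fold change 5.26 ± 1.02 SE, DESeq2 adjusted p 6.24e-06). AT3G02480 (chromosome 3, 512312 to 513027), which encodes a late embryogenesis abundant family protein, had 1044 and 1721 normalized counts in WT Col-0 and 59152 and 17240 in pLAT52::RTL1 (log2 fold change 4.79 ± 0.71 SE, DESeq2 adjusted p 6.47e-10). SAG21 (AT4G02380, chromosome 4, 1046204 to 1046997) was among the lowest, with 193589 and 186153 normalized counts in WT Col-0 and 31466 and 3269 in pLAT52::RTL1 (log2 fold change -3.45 ± 0.96 SE, DESeq2 adjusted p 0.00400). Replicate 1 decided much of the size of these changes. Without pLAT52::RTL1 replicate 1 the log2 fold changes were 3.32 for RALFL20, 3.65 for AT3G02480 and -5.85 for SAG21, and without replicate 2 they were 6.07, 5.42 and -2.59.

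The other features with the lowest fold changes were TEs of the DNA/MuDR superfamily. AT2TE84830 (ARNOLD1 family, chromosome 2, 18682287 to 18682433) had a log2 fold change of -3.45 ± 0.75 SE (DESeq2 adjusted p 7.34e-05). It lies within the gene GAE4 (AT2G45310), which was chosen after its values were seen and was itself lower, with a log2 fold change of -3.06, so the counts of the TE and of the gene cannot be separated. AT5TE54680 (ATMU10 family, chromosome 5, 15119607 to 15119712) lies 1725 bases from AT5G37960 and had 127 and 126 normalized counts in WT Col-0 and 13.7 and 3.11 in pLAT52::RTL1 (log2 fold change -3.91 ± 0.50 SE, DESeq2 adjusted p 3.05e-13). Without pLAT52::RTL1 replicate 1 these changes were -4.69 for AT2TE84830 and -5.33 for AT5TE54680, and without replicate 2 they were -2.79 and -3.21.

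TEs made up a larger share of the higher features than of the features that were not called higher. They were 12.7% of the features higher in pLAT52::RTL1, against 8.36% of the rest (odds ratio 1.59, two-sided Fisher's exact test p 0.000151, adjusted over 12 tests 0.000603). Among the lower features they were 6.78% (odds ratio 0.754, p 0.0426, adjusted 0.0853), which did not pass the adjusted threshold. Of the 91 higher TEs, 67 overlapped no gene. Restricted to such TEs, the odds ratio was 2.13 for the higher features (p 2.55e-07, adjusted 3.06e-06) and 0.518 for the lower features (p 0.00119, adjusted 0.00287). These shares depended on the scaling. With TMM factors the odds ratio for the higher features was 1.99 outside genes, but under scaling by total reads it was 1.02 (p 0.814), and over all TEs the share among the higher features fell to 8.46% with an odds ratio of 0.892 (p 0.138). TEs of the same family and TEs next to each other can share reads, so these tests treat as independent what may not be. Of 105 tested LTR/Gypsy TEs outside genes, 24 were higher and 3 were lower. Of 120 DNA/MuDR TEs 18 were higher and 9 lower, and of 104 RC/Helitron TEs 12 were higher and 6 lower. More LTR/Gypsy TEs were higher than lower under each scaling tried, with 27 higher and 3 lower for TMM factors, 26 and 3 for size factors without TEs and the most abundant features, and 45 and 1 for total reads. The families with the most TEs among the 67 were ATHILA4A with 8, VANDAL5 with 5 and ATHILA4 with 4.

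Expression of RTL1 from the germline promoter was assessed by comparing pMGH3::RTL1 with WT Col-0. Of 27651 features with an adjusted p-value, 4 were higher and 2 lower (DESeq2). No TE was called, and 25 TEs were higher and 8 lower at an unadjusted p under 0.05. A fit of only the 4 libraries of these groups called 12 features, among them 1 TE that overlaps no gene, AT3TE89570 (ATDNA2T9C, chromosome 3, 21989990 to 21990311), which was chosen after its values were seen. It rose by 0.49 ± 0.12 SE (DESeq2 adjusted p 0.0498, and 1 in the fit of 6 libraries). The calls differed between tests, since edgeR's quasi-likelihood test called RTL1 alone. Besides RTL1, RBCS1A (AT1G67090, chromosome 1, 25048158 to 25049424), a photosynthesis gene, rose by 3.14 ± 0.63 SE on the log2 scale (DESeq2 adjusted p 0.00492). It had 14 and 2 reads in WT Col-0, 66 and 92 in pMGH3::RTL1 and 84 and 120 in pLAT52::RTL1, and its log2 fold change was 5.29 without WT Col-0 replicate 1 and 2.25 without WT Col-0 replicate 2. AT4G35170 (chromosome 4, 16736757 to 16738437) rose by 1.05 ± 0.23 SE (DESeq2 adjusted p 0.0334). RBL3 (AT5G07250, chromosome 5, 2274260 to 2275990) had a log2 fold change of -2.00 ± 0.31 SE (DESeq2 adjusted p 2.77e-06), and AT5G25590 (chromosome 5, 8906598 to 8909920) of -1.40 ± 0.32 SE (DESeq2 adjusted p 0.0436). With edgeR, the adjusted p was 0.0560 for RBL3 and 0.536 for RBCS1A, AT4G35170 and AT5G25590. AT2G39240 (chromosome 2, 16384786 to 16387827) was called with an adjusted p of 0.00926 by DESeq2, but its 724 reads came from pMGH3::RTL1 replicate 1, and replicate 2 had 0.

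A direct test of pLAT52::RTL1 against pMGH3::RTL1 called 1353 of 10497 features, 580 higher and 773 lower in pLAT52::RTL1 (DESeq2). Of the 1573 features called between pLAT52::RTL1 and WT Col-0, 1188 (75.5%) were also called here in the same direction. TEs were 12.1% of the features higher in pLAT52::RTL1 (odds ratio 1.57, two-sided Fisher's exact test p 0.00106, adjusted 0.00287) and 8.28% of the lower features (odds ratio 1.00, p 0.946, adjusted 1). Under scaling by total reads, 3124 features were called, 2717 of them higher, and TEs were under-represented among these with 7.47% (odds ratio 0.738, two-sided Fisher's exact test p 0.000123). The log2 fold changes of the constructs against WT Col-0 correlated across 7481 features (r = 0.33). Both contrasts use the same WT Col-0 libraries. In 100 simulated data sets, unchanged groups against those libraries gave a median r of 0.505 (0.434 to 0.565). The observed value lay below this range. The simulated groups held no changes, unlike pLAT52::RTL1, so these values cannot tell whether the constructs share effects. Features are not independent replicates.

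The effect of losing Pol IV in pollen was examined by comparing nrpd1a-3 FTL with WT FTL. Of 24995 features with an adjusted p-value, 1 gene and 1 TE were higher and none was lower (DESeq2, with no replicate block). At an unadjusted p under 0.05 there were 653 features, of which 544 were higher, and these included 131 higher and 15 lower TEs. This balance depended on the scaling, since scaling by total reads shifted the median by -0.30 and gave 572 features, of which 229 were higher, with 45 higher and 30 lower TEs among them. The gene was ILA (AT1G64790, chromosome 1, 24064937 to 24083428), which lies 702 kb from NRPD1A. It had 1000 and 1749 normalized counts in WT FTL and 17808 and 23539 in nrpd1a-3 FTL (log2 fold change 3.91 ± 0.46 SE, DESeq2 adjusted p 3.46e-13). It was also higher in pLAT52::RTL1 than in WT Col-0, with a log2 fold change of 0.86 ± 0.27 SE (DESeq2 adjusted p 0.0158). The TE was AT4TE08720 (ATHILA4A, chromosome 4, 1742385 to 1743785), which overlaps no gene and lies 28077 bases from AT4G03820. It had 72.4 and 125 normalized counts in WT FTL and 455 and 786 in nrpd1a-3 FTL (log2 fold change 2.65 ± 0.54 SE, DESeq2 adjusted p 0.0127), and its edgeR adjusted p was 0.390. In pLAT52::RTL1 it rose by 1.63 ± 0.34 SE (DESeq2 adjusted p 3.52e-05).

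Retrotransposons that the study displayed were then measured in both experiments. AT1TE51745 (ATHILA4A, chromosome 1, 15717180 to 15719722) had 6 and 11 reads in WT Col-0, 114 and 60 in pLAT52::RTL1, 11 and 10 in pMGH3::RTL1, 19 and 12 in WT FTL and 81 and 149 in nrpd1a-3 FTL. Its log2 fold change was 2.77 ± 0.69 SE in pLAT52::RTL1 (DESeq2 adjusted p 0.000817), 0.21 ± 0.75 SE in pMGH3::RTL1 (DESeq2 adjusted p 1) and 3.28 ± 0.78 SE in nrpd1a-3 FTL (DESeq2 adjusted p 0.121). The latter was 2.46 without nrpd1a-3 FTL replicate 2 and 3.77 without nrpd1a-3 FTL replicate 1. This TE lies 10 bases from the gene AT1G42080, which was chosen after its values were seen and had a log2 fold change of 2.98 in pLAT52::RTL1, so reads of a shared transcript cannot be excluded.

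AT3TE51035 (ATHILA4, chromosome 3, 12321749 to 12323947) lies 25099 bases from the nearest gene. It had 7 and 4 reads in WT Col-0, 93 and 84 in pLAT52::RTL1, 2 and 4 in pMGH3::RTL1, 8 and 38 in WT FTL and 173 and 220 in nrpd1a-3 FTL. Its log2 fold change was 3.39 ± 0.75 SE in pLAT52::RTL1 (DESeq2 adjusted p 0.000106), -1.01 ± 0.95 SE in pMGH3::RTL1 (DESeq2 adjusted p 1) and 3.37 ± 0.77 SE in nrpd1a-3 FTL (DESeq2 adjusted p 0.103). In pLAT52::RTL1 the value was 3.98 without WT Col-0 replicate 1 and 2.94 without WT Col-0 replicate 2. In nrpd1a-3 FTL it was 2.59 without WT FTL replicate 1 and 5.05 without WT FTL replicate 2. AT4TE21295 (ATGP1, chromosome 4, 5127101 to 5135152) lies 520 bases from AT4G08140. It had 2 reads in each WT Col-0 and pMGH3::RTL1 library and 158 and 68 in pLAT52::RTL1, at least 24.8-fold higher than in WT Col-0 (DESeq2 adjusted p 1.09e-06). With no floor applied, its log2 fold change in pLAT52::RTL1 was 5.22 ± 0.95 SE. That value was 4.52 without pLAT52::RTL1 replicate 1 and 5.69 without pLAT52::RTL1 replicate 2. In the FTL experiment it had 2 and 0 reads in WT FTL and 10 and 4 in nrpd1a-3 FTL. The nrpd1a-3 FTL mean was 2.75-fold the floor, a difference within the replicate error (DESeq2 adjusted p 0.990).

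**Figure D3:**
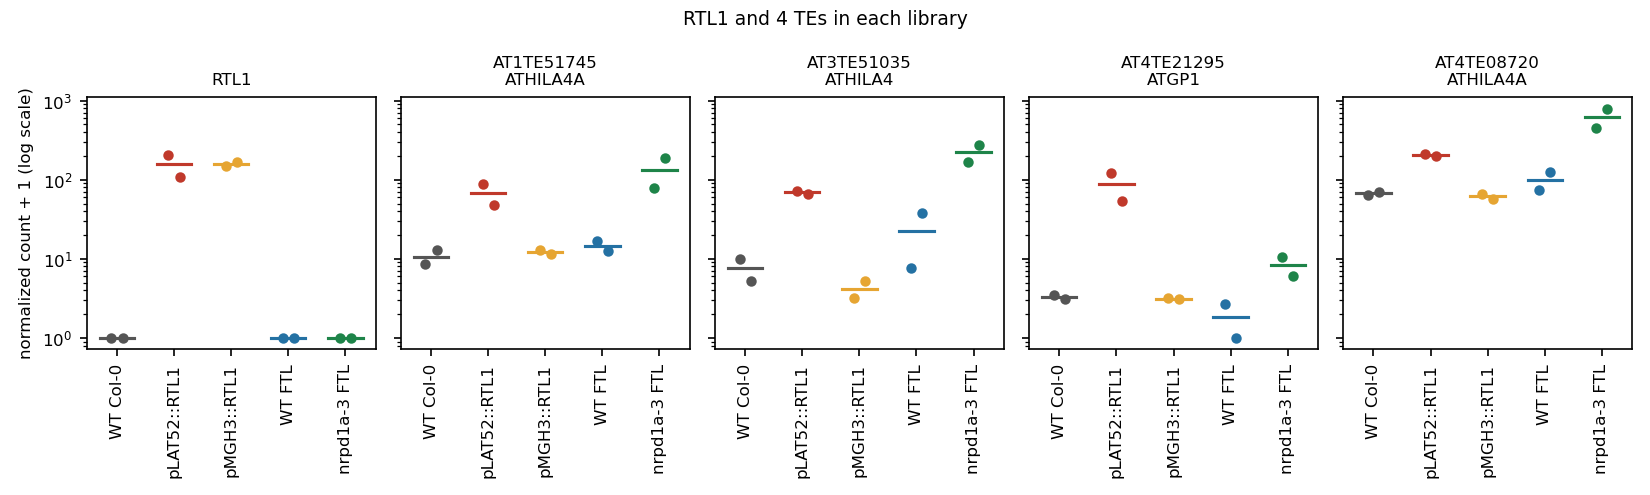
Normalized count plus 1 on a log y axis for RTL1 and 4 LTR/Gypsy TEs in each library (points) with group means (horizontal lines, n = 2); counts of the RTL1 and FTL experiments were normalized separately. Every TE shown was higher in both pLAT52::RTL1 libraries than in both WT Col-0 libraries, and AT4TE08720 alone was past the adjusted threshold in nrpd1a-3 FTL.

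Whether the same TEs rose in pLAT52::RTL1 and nrpd1a-3 FTL was tested over the 947 TEs with an adjusted p-value in both contrasts. Of these, 89 were higher in pLAT52::RTL1, 1 was higher in nrpd1a-3 FTL, and this TE, AT4TE08720, was higher in both. With 1 TE higher in nrpd1a-3 FTL, the smallest p that a two-sided Fisher's exact test can give here is 0.0940, so this test could not pass 0.05. The count depended on the processing. With features of at least 10 counts in at least 2 libraries, 3 TEs were higher in both, AT1TE51745, AT3TE51035 and AT4TE08720 (two-sided Fisher's exact test p 0.000776). Without independent filtering there was 1 over 4061 TEs, AT4TE08720 (two-sided Fisher's exact test p 0.0167). With 1 TE, this p is only the share of the 4061 TEs that were higher in pLAT52::RTL1 (68). It therefore rests on the larger background. With edgeR or with scaling by total reads there were 0. In edgeR's FTL contrast 131 TEs were higher at an unadjusted p under 0.05.

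A call in pLAT52::RTL1 without a call in nrpd1a-3 FTL does not by itself show a difference, so the difference of the effects was tested over all 10 libraries. It was past the threshold for 324 of 11852 features, 68 with the higher effect in pLAT52::RTL1 and 256 with the higher effect in nrpd1a-3 FTL (DESeq2). With TMM factors there were 365 such features, 149 and 216 in these directions, and the median difference shifted by 0.19. Under scaling by total reads there were 1001, 899 and 102 in these directions, with a shift of 0.86. Of the 324 features, 157 were called under that scaling as well, and the balance of directions among the called features rested on the scaling. All 324 differences were over 2-fold, more than that shift, so it could not test their signs. With edgeR's quasi-likelihood test there were 0, and 1530 at an unadjusted p under 0.05. The effects did not differ for AT1TE51745 (log2 difference -0.64 ± 0.98 SE, DESeq2 adjusted p 0.881), AT3TE51035 (-0.07 ± 1.07 SE, DESeq2 adjusted p 0.988), AT4TE21295 (2.07 ± 1.76 SE, DESeq2 adjusted p 0.735) and AT4TE08720 (-1.13 ± 0.63 SE, DESeq2 adjusted p 0.497), although standard errors of this size leave room for differences of 2-fold and more. They did differ for ILA (-3.14 ± 0.56 SE, DESeq2 adjusted p 1.48e-05). They also differed for features named for large changes in pLAT52::RTL1. Among TEs these were AT5TE54680 (-5.24 ± 0.80 SE, DESeq2 adjusted p 2.01e-07) and AT2TE84830 (-3.91 ± 0.81 SE, DESeq2 adjusted p 0.000241). Among genes these were AT3G02480 (DESeq2 adjusted p 2.01e-07), RALFL20 (DESeq2 adjusted p 0.00614), SAG21 (DESeq2 adjusted p 0.0211) and RTL1 (DESeq2 adjusted p 0.0263). No difference was detected for RBCS1A, AT2G39240, AT4G35170, RBL3 and AT5G25590.

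The wild types of the experiments were far apart. WT FTL and WT Col-0 differed in 4942 of 16312 features, 2424 higher and 2518 lower in WT FTL (DESeq2), and 375 TEs were among the higher features. Sorting and the experiment differ together between these groups, and no library separates them. The nrpd1a-3 FTL grains, which lack the marker transgene, scored 88.2 and 123 on component 1 of the principal component analysis, against 39.8 and 90.6 for WT FTL and from -62.3 to -51.7 for the RTL1 experiment. Apart from this contrast, the levels of features were therefore tested within an experiment, and the experiments were set against each other by their effects.

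Marker genes of sperm cells, vegetative cells and leaves were used to follow the composition of the samples. The median log2 fold change of the 10 sperm cell genes was -0.17 in pLAT52::RTL1, -0.10 in pMGH3::RTL1 and -0.21 in nrpd1a-3 FTL, and 1, 0 and 0 of them were called over all features tested (0 in each adjusted over the list alone). The sign turned without pMGH3::RTL1 replicate 1 (0.01) and, in the FTL experiment, without WT FTL replicate 2 (0.14). In pLAT52::RTL1 the median was -0.02 without pLAT52::RTL1 replicate 1. The 10 vegetative cell genes had medians of -0.37, -0.05 and -0.34. With a library left out these ran from -0.51 to -0.24, from -0.10 to -0.03 and from -0.45 to -0.11, with no change of sign. In pLAT52::RTL1, 5 of them were called over all features tested and 6 adjusted over the list alone, and 9 of the 10 had a negative log2 fold change. Of the 5 called, VGD1, ACA9, ANX2 and BUPS1 were lower, with -1.86 for ANX2 as the lowest value, and PPME1 rose by 2.29. Under scaling by total reads the medians in pLAT52::RTL1 turned to 0.31 for the sperm cell genes and 0.11 for the vegetative cell genes, 5 vegetative cell genes were then lower, and ACA9, ANX2 and BUPS1 were still called lower. No vegetative cell gene was called in pMGH3::RTL1 or nrpd1a-3 FTL, where 0 and 1 had an unadjusted p under 0.05. The 10 leaf genes had medians of 1.22, 1.53 and 4.11, or 1.41 in the last contrast with 4 genes at their bound. Of these, 2, 1 and 0 were called over all features tested and 3, 3 and 2 adjusted over the list alone, and 5 had an unadjusted p under 0.05 in nrpd1a-3 FTL. Without nrpd1a-3 FTL replicate 1 the leaf median in that contrast was -1.36. In pMGH3::RTL1 it was 0.85 without pMGH3::RTL1 replicate 2 and 0.93 without WT Col-0 replicate 2, and in pLAT52::RTL1 it was 0.70 without WT Col-0 replicate 2.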

Values the study reported

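The study reported 718 genes and TEs as up-regulated and 855 as down-regulated in pLAT52::RTL1 pollen. In pMGH3::RTL1 pollen it reported 6 deregulated genes, RTL1 among them. Its differential expression tests used an FDR-adjusted threshold of 0.05.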

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

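The tests on intergenic intervals in this part were chosen only after the result was seen, and the corrections for scaling and transcript length were added after seeing the data, with what each would show written down before it was run.

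The effects of the RTL1 constructs against WT Col-0 differed in 1353 features, 580 higher and 773 lower in pLAT52::RTL1, by a direct test of the difference in DESeq2. For pLAT52::RTL1 against WT Col-0, the values argue against a trend with transcript length as the whole cause. The contrast between the constructs was not corrected for length. With a correction for length in each library, 1395 genes were still called between pLAT52::RTL1 and WT Col-0, against 1462 among the same genes without it, and 1247 were shared. Library scaling stays open for the number of lower features. Of the 1573 features called between pLAT52::RTL1 and WT Col-0, 72.3% kept direction and call under scaling by total reads. All 718 higher features kept theirs and 49.0% of the 855 lower features did. The size factors of pLAT52::RTL1 were 1.32 and 1.28 and those of WT Col-0 were 0.789 and 0.935, although read totals differed less. The 10 most abundant features took 19.6% and 20.8% of the reads in pLAT52::RTL1 and 22.9% and 21.5% in WT Col-0. How many features were called lower thus depended on the choice. Scaling by total reads raised the median log2 fold change by 0.48, which favours the higher features by construction and is too small to turn most of the changes called. The timing and cell type of the promoters, the insertion sites of the transgenes and a difference between transgenic lines remain as open explanations that were not tested.

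The pLAT52::RTL1 and nrpd1a-3 FTL effects differed in 324 features, by a test of the difference of effects in all 10 libraries. For 256 of these the effect was higher in nrpd1a-3 FTL. The same test under scaling by total reads gave 1001 features, and 899 of them had the higher effect in pLAT52::RTL1, so the balance of directions among the called features depends on the scaling. Of the 324 features, 157 were called again under it. edgeR's quasi-likelihood test called 0. Transcript length is a candidate explanation for part of the FTL effects. From WT FTL replicate 1 to nrpd1a-3 FTL replicate 2 the log2 ratio fell with spliced transcript length across 6230 genes (Spearman's rho -0.417), and genes are not independent replicates. Such a gradient differs between libraries of the same group as well, with a rho of -0.435 between the WT FTL replicates, so it enters the spread and not only the difference between the groups. GC content cannot be told apart from length here, since rho with GC content was over 0.1 in size in 4 of 5 length quintiles and 0.0646 in size in the quintile of the longest transcripts, where the written criterion asked for all of them. Sorting and the other conditions of each experiment differ together, and the DsRed marker differs between the FTL groups only, so a biological difference between RTL1 and the loss of Pol IV stays open and was not separated from these.

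Intergenic intervals, which no comparison of the report used, also changed. With DESeq2, 124 of 5106 intervals were higher and 208 lower in pLAT52::RTL1 than in WT Col-0. In pMGH3::RTL1 0 were called, with 44 higher and 15 lower at an unadjusted p under 0.05, and in nrpd1a-3 FTL 2 were higher. Transcripts that reach past an annotated end are a candidate explanation. Of the 124 higher intervals, 67.7% touched a gene or TE that was itself called higher, against 8.17% of the 4774 tested intervals that were not called. Of the 208 lower intervals, 88.9% touched a feature called lower. The interval with the largest rise begins where RALFL20 ends (chromosome 2, 14691629 to 14693756) and had a log2 fold change of 5.08 ± 1.03 SE (DESeq2 adjusted p 3.58e-05). It was chosen after its values were seen, and RALFL20 itself rose by 5.26. In nrpd1a-3 FTL, an interval on chromosome 2 (3562227 to 3562651) rose by 2.83 ± 0.60 SE (DESeq2 adjusted p 0.0255) and touches no feature called there. The other, which ends where AT4TE08720 begins (chromosome 4, 1698912 to 1742385), rose by 2.43 ± 0.52 SE (DESeq2 adjusted p 0.0255). The share of reads in intergenic intervals was 3.33% and 2.96% in pLAT52::RTL1 and 2.23% and 2.30% in WT Col-0. A smaller share taken by the most abundant genes was considered as an explanation. The 100 most abundant features took 60.6% and 61.86% of the reads over genes and TEs in pLAT52::RTL1. In WT Col-0 they took 64.15% and 62.99%. This fall was small beside the rise of the intergenic share, which argues against it as the whole cause. After division by the size factors the ratio of intergenic reads between the groups was 1.00. Intergenic reads thus rose as the size factors did, which does not single out the most abundant genes. For the higher intervals that touched no feature called higher, transcription from the interval itself stays open and was not tested.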

How the results depend on the processing

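Alternatives fixed before the data were examined left most counts within 1.5 times of the reported ones. For pLAT52::RTL1 against WT Col-0 they gave 1243 to 1656 calls, except that a fit of all 10 libraries gave 681. For pLAT52::RTL1 against pMGH3::RTL1 they gave 1108 to 1427, and 587 in the fit of all 10 libraries. That fit shares its estimate of spread with the FTL libraries, whose replicates were further apart. For WT FTL against WT Col-0 the count was 4248 to 5245. With edgeR calls in place of DESeq2 calls, the 4 shares of TEs stayed on the same side of an unadjusted p of 0.05.

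The small counts moved more. For pMGH3::RTL1 against WT Col-0 the 6 calls became 1 with edgeR, 12 in a fit of the 4 libraries of these groups (1 of them a TE, AT3TE89570) and 2 in the fit of all 10. For nrpd1a-3 FTL against WT FTL the 2 calls became 1 with edgeR, 5 with the filter of at least 10 counts in at least 2 libraries and 28 in the fit of all 10 libraries. The filter and the fit of all 10 each still called both features, and the filter tested fewer features (11872 in place of 24995). The difference of the pLAT52::RTL1 and nrpd1a-3 FTL effects went from 324 calls to 0 with edgeR, and with TMM factors its 365 calls split into 149 and 216 in place of 68 and 256. TEs higher in both contrasts numbered 1, and 0 with edgeR and 3 with the filter. In the self-test edgeR recovered fewer changes than DESeq2 in the FTL contrast, and the cause of the other changes was not tested.

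Scaling by total reads, chosen after seeing the data, moved more of the counts of calls and shares of TEs than any other setting. Calls became 3294 for pLAT52::RTL1 against WT Col-0 (2874 higher and 420 lower), 3124 for pLAT52::RTL1 against pMGH3::RTL1 (2717 higher and 407 lower), 1001 for the difference of effects and 1 for nrpd1a-3 FTL, and TEs higher in both numbered 0. It shifted the median of all features by 0.48, 0.49, 0.86 and -0.30 in these contrasts. The share of TEs among the features higher in pLAT52::RTL1 than in WT Col-0 became 8.46%, with the odds ratio now below 1, and 8.33% among the lower features, no longer past an unadjusted p of 0.05. Against pMGH3::RTL1 these shares were 7.47% and 9.09%, with both odds ratios below 1. Calls for pMGH3::RTL1 stayed at 6, all of them the same features, and those for WT FTL against WT Col-0 were 4507. The higher calls grow by construction when every fold change of pLAT52::RTL1 is raised, and which scaling is closer to the RNA content of a grain was not tested.

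Replicate numbers are shared across groups. Per the study's methods, the sorter collected WT FTL and nrpd1a-3 FTL grains at the same time, so each sort gave a library of both kinds, but neither the methods nor the labels say that libraries with the same number come from the same sort. Correlations of the deviations of same-numbered libraries from their group means were -0.02 for pLAT52::RTL1 and WT Col-0, 0.15 for pMGH3::RTL1 and WT Col-0, 0.22 for the constructs and 0.57 for nrpd1a-3 FTL and WT FTL. With the replicate number as a block, the nrpd1a-3 FTL contrast had 407 calls, 344 higher and 63 lower, including both of those made without it. The median size of their log2 fold changes was 0.98 and 188 were over 2-fold, so if the numbers do mark sorts, the fit without the block would miss many changes near 2-fold. TEs higher in both contrasts then numbered 13 of 163 tested (odds ratio 4.01, two-sided Fisher's exact test p 0.00535). TEs inside genes were included. Neighbours such as AT4TE30120, AT4TE30125 and AT4TE30130 can share reads, so this test treats as independent what may not be. With the block, pLAT52::RTL1 against WT Col-0 had 1407 calls, pMGH3::RTL1 had 6 and the constructs differed in 1224. A correction for transcript length in the same blocked fit reduced the genes called in nrpd1a-3 FTL from 270 to 105, and 61 were shared.

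Among named features, 5 lost the threshold with edgeR (RBCS1A, AT4G35170, RBL3, AT5G25590 and, in nrpd1a-3 FTL, AT4TE08720), and AT5G25590 also did with TMM factors. AT2G39240, called in pMGH3::RTL1 by DESeq2, was removed by the count filter of the edgeR fit and was not tested there. Of the values from fits that each left out a replicate, 97 moved by less than the spread between replicates, 31 moved further and 8 turned their sign. The log2 fold change of NRPD1A, whose counts are near 0, ranged from -0.61 to 0.68 in pLAT52::RTL1 and turned without pLAT52::RTL1 replicate 2 (0.35) or WT Col-0 replicate 1 (0.68). It ranged from -0.91 to 0.32 (without WT Col-0 replicate 1) in pMGH3::RTL1, and from -2.05 (without nrpd1a-3 FTL replicate 1) to 4.97 in nrpd1a-3 FTL. AT1TE51745 ranged from -0.071 (without WT Col-0 replicate 1) to 0.57 in pMGH3::RTL1. The median of the sperm cell list ranged from -0.23 to 0.014 (without pMGH3::RTL1 replicate 1) in pMGH3::RTL1 and from -0.36 to 0.14 (without WT FTL replicate 2) in nrpd1a-3 FTL. The median of the leaf list ranged from -1.36 (without nrpd1a-3 FTL replicate 1) to 5.03 in nrpd1a-3 FTL. With 2 libraries per group, a fit that leaves out a library has no test, so the calls were not checked this way. The effect of depth was not tested. AT4TE21295 had 2 and 0 reads in WT FTL and its change in nrpd1a-3 FTL was within the error.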

Other observations

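The tests on introns, on AT1G64790 and on AT2G39240 were chosen only after the result was seen. For the tests of the TE set and of GC content, what would count as deciding was made stricter after the values were seen, which left these questions open.

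Leaf transcripts were higher in both RTL1 constructs than in WT Col-0 and in nrpd1a-3 FTL replicate 1 than in the other FTL libraries. RBCS1A had 296 reads in nrpd1a-3 FTL replicate 1 and from 4 to 16 in the other FTL libraries. RNA from green tissue is a candidate explanation, tested on 36 photosystem genes outside the leaf list. Among the 26 of these with counts over the floor, the median log2 fold change in pMGH3::RTL1 against WT Col-0 was 1.67, and 24 genes (92.3%) were higher. In pLAT52::RTL1 it was 1.93. Between nrpd1a-3 FTL replicate 1 and replicate 2 the median log2 ratio was 3.55, and 30 of 32 genes were higher. A pair of genes whose symbols begin like those of photosystem genes but that are not photosystem genes was removed after the values were seen. The amounts were small. These genes held 512 and 605 reads in WT Col-0, 778 and 914 in pMGH3::RTL1 and 1610 in nrpd1a-3 FTL replicate 1. Several leaf list genes are also present in WT Col-0 pollen, such as RBCS3B with 793 and 1029 reads. RBCS3B was not called in either construct. Its normalized counts were 655 and 1193 in pLAT52::RTL1, 1008 and 1174 in pMGH3::RTL1, and 1005 and 1101 in WT Col-0. The call of RBCS1A in pMGH3::RTL1 may thus reflect leaf or flower RNA in the sample and not a response to RTL1, and induction of photosynthesis genes in pollen stays open.

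AT2G39240 was 1 of the 6 features called in pMGH3::RTL1. All of its reads in that group came from replicate 1, and replicate 2 had 0, so the values show a change in a single library and not in the group. Whether a transgenic line explains this was not tested.

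TEs that rose in pLAT52::RTL1 also tended to be higher in nrpd1a-3 FTL than other TEs, with a test that does not settle it. The set held 52 TEs that were called higher in pLAT52::RTL1, overlap no gene and had a mean of at least 10 counts. Their median log2 fold change in nrpd1a-3 FTL was 0.98, and 42 of the 52 were higher. TEs in general were also higher there, with a median of 0.72 over 10000 random sets matched on mean count. The median of the set lay at percentile 98.2 of these. With a library left out, the median of the random sets ran from 0.09 (without nrpd1a-3 FTL replicate 2) to 1.14 (without WT FTL replicate 2). The rise of TEs in general was thus small without nrpd1a-3 FTL replicate 2. In the same fits the median of the set ran from 0.45 (without nrpd1a-3 FTL replicate 2) to 1.33. Its percentile ran from 88.2 (without WT FTL replicate 2) to 100, the value without nrpd1a-3 FTL replicate 2. For the 52 TEs, fry of limma gave p 0.0929. Without the families of the TEs the study displayed the percentile was 93.3, and fry gave p 0.169. A general rise of TE counts in nrpd1a-3 FTL therefore cannot be told apart from a rise of this set. The 29 TEs with no gene within 2000 bases had a median of 1.05, at percentile 99.9, and from 84.7 to 100 with a library left out, so reads that run in from neighbouring genes are not excluded either. A loss of silencing that both genotypes share is the biological explanation that stays open.

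Counts summed over the TEs of a family outside genes, chosen after seeing the data because single TEs had few reads, gave 21 families higher and 11 lower of 298 in pLAT52::RTL1, and 1 higher of 288 in nrpd1a-3 FTL (DESeq2 with Benjamini-Hochberg adjustment over families). In pMGH3::RTL1 0 were called, with 9 higher and 1 lower at an unadjusted p under 0.05. The family called in nrpd1a-3 FTL was ATHILA4A, with a log2 fold change of 1.95 ± 0.47 SE (DESeq2 adjusted p 0.00794) there and 1.64 ± 0.21 SE (DESeq2 adjusted p 7.65e-13) in pLAT52::RTL1. ATHILA4 rose by 0.64 ± 0.17 SE in pLAT52::RTL1 (DESeq2 adjusted p 0.00281) and by 1.79 ± 0.50 SE in nrpd1a-3 FTL (DESeq2 adjusted p 0.0552). ATGP1 as a family was within the error in both, with 0.69 ± 0.62 SE (DESeq2 adjusted p 0.645) and 0.31 ± 0.56 SE (DESeq2 adjusted p 0.947), although its member AT4TE21295 was called in pLAT52::RTL1. Scaling by total reads kept the direction of ATHILA4A and ATHILA4 in both contrasts but left ATHILA4A short of the threshold in nrpd1a-3 FTL (1.61 ± 0.46 SE, DESeq2 adjusted p 0.128), and ATGP1 then had -0.04 there. The number of families called depended on it more, with 81 higher and 6 lower in pLAT52::RTL1 and 0 in nrpd1a-3 FTL, while TMM factors gave 24 higher and 10 lower in pLAT52::RTL1 and 1 higher in nrpd1a-3 FTL.

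ILA (AT1G64790) was the gene called in nrpd1a-3 FTL, and its rise was larger there than in pLAT52::RTL1 (log2 difference of effects -3.14). Its position 702 kb from NRPD1A makes a sequence difference carried with the nrpd1a-3 insertion, or with the DsRed marker of the wild-type grains, a candidate explanation. Grains of a sorted group share most of the linked region, so this cannot be told apart from an effect of losing Pol IV. Within 2 Mb on each side of NRPD1A, 8 genes were higher and 4 lower at an unadjusted p under 0.05 of 175 compared, against 225 of 6275 over the genome. This comparison covered fewer genes than the 19614 with an adjusted p-value in this contrast. The tables argue against reads of an adjacent gene. The 4 adjacent genes together held 21.2 and 59.2 normalized counts in the nrpd1a-3 FTL libraries, far below the smallest gain of ILA, 16059. Reads shared with a paralog elsewhere in the genome were not tested.

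TEs inside introns can hold reads of the gene around them. If reads spliced over an intron were counted in the TEs it contains, TEs of the same intron would have the same count whatever their length. Over 11 pairs of TEs in the introns of 3 genes, whose lengths differed by a median factor of 15.7, the median ratio of the higher to the lower count was 2.70. These ratios were taken after a small constant was added to both counts. In AT1G47280 the ratio was 1.00 to 1.03 over 5 pairs whose lengths differed up to 27.7-fold. In AT3G60961 it was 5.51 and 16.4 for the pairs whose lower mean count was over the floor of 3 reads. The other pairs of this gene had lower mean counts of 0 to 1.5, under that floor, so no ratio is given for them. So few introns leave this open, and it may affect only some genes. It bears on the 24 higher and 35 lower TEs within genes called in pLAT52::RTL1, and not on the 67 higher TEs outside genes.

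Transcript length also bears on the genes called in nrpd1a-3 FTL with the replicate block, which a length correction reduced to 105. The shortest quintile of transcripts (median 858 bases) had a median log2 ratio of 1.09 between nrpd1a-3 FTL replicate 2 and WT FTL replicate 1, and the longest (median 3210 bases) of -0.63. These libraries carry different replicate numbers, and rho with length was -0.435 between the WT FTL replicates. The block can thus take up part of this gradient. Between the FTL libraries numbered 1 rho was -0.527, and those numbered 2 were not compared. Such a gradient is consistent with RNA that was degraded to different degrees during sorting, which was not measured. The correlation of the construct effects across features (0.33) was not above the simulated values. The simulated groups held no changes, unlike pLAT52::RTL1. Whether the shared WT Col-0 libraries are enough to explain the correlation thus stays open.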
